A study of Mus musculus with 1920 samples.

How the data were processed

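Microglia were sorted one cell per well from CD1 mice aged 16 weeks, and each well was turned into a Smart-seq2 library, a full-length cDNA method in which reads are counted without molecular identifiers. The labels describe perfusion with saline, a Percoll gradient and staining for CD11b, CD45, Ly6C, Ly6G and CD206 before sorting on a MoFlo Astrios; the gates themselves are not given in the sources used here. The series holds 1920 wells on 5 plates of 384 wells. Each plate carries 2 groups of 4 mice, with 46 to 48 wells per mouse, and 4 wells labelled negative. Cortex shared a plate with hippocampus, cerebellum with facial nucleus, corpus callosum with spinal cord, axotomy day 3 with day 14, and cuprizone demyelination with remyelination. Comparisons of an injured group with its untreated region therefore cross plates, and plate and treatment cannot be separated in them. For the axotomy wells the tissue label reads facial nerve and the source label reads facial nucleus; they are treated here as facial nucleus.

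The deposited table holds whole-number read counts per gene and well, with no normalisation. Reads were aligned with STAR 2.5.2b and counted with featureCounts 1.5.1 on mouse build GRCm38, per the submitters' processing notes; the annotation release and the strand setting are not given in the sources used here. Smart-seq2 does not mark strand, so overlapping and antisense genes cannot be told apart in these counts. The table has 48709 gene entries and 92 spike-in entries. Gene names and positions come from the GENCODE vM21 annotation of the same build, in which 48349 of the gene identifiers were found, 42754 of them with identical start and end positions, and 360 were not found. Reads shared between near-identical genes, such as the ribosomal RNA gene CT010467.1, ribosomal protein genes with pseudogenes and mitochondrial copies in the nuclear genome, can have been split or lost in the counting.

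A well was kept as a cell with at least 20000 gene counts, at least 500 detected genes, a mitochondrial share under 25% and a spike-in share under 50% of counts. This kept 1644 of 1900 wells labelled as cells and none of the 20 negative wells, whose median was 524.5 gene counts. No doublet caller was run, since 1 cell was sorted per well. Cells are not replicates, so the counts of the kept cells were summed per mouse and group, giving 40 sums. Depth ranged from 5298853 to 19964472 counts per sum. Per the labels, each group has 4 replicate mice, while the series' design text speaks of 3 to 4 mice per condition. If 2 replicates of a group shared a mouse, n would be lower than 4 and p-values and SDs too small there. In addition the series' design text states that the untreated regions were taken from the same mice. Among 60 pairs of sums within groups, none was identical and the lowest chi-square per degree of freedom was 66.8, so no set of libraries was counted under 2 replicate numbers. This does not bear on whether replicates shared a mouse, since sums of different cells differ in any case.

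Cells were clustered with scanpy 1.11.5, scikit-learn 1.9.0 and igraph 0.11.9 (2000 variable genes, 30 principal components, 15 neighbours, Leiden resolution 1) to look for cells of other types. Of 10 clusters, 8 were called microglia-like, each with at least 11 of the 12 microglia markers fixed in advance read in 25% of its cells or more. The name rests on this alone: no microglia marker was among the 10 leading genes of any cluster. It does not show identity, since of the 20 negative wells 16 had a P2ry12 read and 13 a Tmem119 read. Cluster 4, with the monocyte marker Fn1 among its leading genes, and a cluster of 1 cell stayed unnamed. Unnamed clusters held 109 of 161 demyelination cells and 36 of 129 remyelination cells. Cluster 8 was led by the immune genes Ccl12 and Ifi27l2a together with genes of cell division. Mki67, Top2a, Cenpe, Ccnb2, Cenpa and Cdca8 were among its 10 leading genes, beside Ifitm3 and Ifi202b. Immune genes led cluster 9 (H2-Aa, Cd74). No cluster was named as another type and no cell was left out by type, so all comparisons are of all kept sorted cells.

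Sums were tested with edgeR 4.0.16 (TMM scaling, genes kept with a minimum count of 10 and a minimum total count of 15, robust quasi-likelihood fit and F test) in R 4.3.3, with a Benjamini-Hochberg false discovery rate of 0.05. The 6 untreated regions were fitted together, the axotomy groups with untreated facial nucleus, and the cuprizone groups with untreated corpus callosum. Levels are CPM scaled within each of these fits, so the level of a region differs between fits, and errors of levels are SDs over 4 mice. A difference among the 6 regions and the difference between the demyelination and day 3 effects were tested in the same way. Fold changes against a group with 0 counts are taken from unscaled CPM, with a floor of 3 counts over the group. Intervals and floors cover counting error only, and replicates differed by more than that, so these fold changes are not strict lower bounds.

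The 26 gene lists, 15 of microglial programmes and 11 of cell types, were tested where at least 3 members passed the count filter. The test was camera (limma 3.58.1) with a preset correlation between genes of 0.01, repeated with an estimated correlation. The programmes were homeostatic microglia, disease-associated microglia, type I interferon response, MHC class I and class II presentation, cell cycle, chemokines and cytokines, immediate early response, lipid uptake and cholesterol efflux, cholesterol biosynthesis, lysosome, complement and phagocytic receptors, glycolysis, oxidative phosphorylation and cytosolic ribosomal proteins. The cell types were microglia, border-associated macrophages, monocytes, neutrophils, T and NK cells, B cells, oligodendrocytes, neurons, astrocytes, endothelial cells and erythroid cells. Some genes stand in more than 1 list. List p-values were adjusted over the lists of a comparison, and members were also counted with p-values adjusted over the list alone. The fry test, which asks whether a list moves on balance one way, was run as well.

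For 16 panel genes, each kept cell was thinned to 20000 gene reads, which left out no kept cell, and the share of cells with at least 1 read was compared between groups with a two-sided exact permutation test of 4 mice against 4. Its 70 splits cannot give a p below 0.0286, and p-values were adjusted over the panel. Per comparison, the named genes were those past the threshold whose mice did not overlap between groups and whose mean reached 50 CPM in the higher group. Of these, the 10 largest rises and the 10 largest falls were taken, leaving out unnamed gene models, ribosomal, mitochondrial and pseudogene names. Up to 4 called members per list and the 16 panel genes were added. Genes outside this rule were chosen after their values were seen: the mitochondrial RNAs, Rpl32, Tmsb4x, Ube2c, Hmgcs1, Cox4i1, Abca1, Abcg1, Pecam1, Ly6a, Xist, Neat1, Kcnq1ot1, Cd63 in cerebellum and at day 14, Malat1 in the cuprizone comparisons with corpus callosum, and the genes given for the test among regions.

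The samples, tests, lists, naming rule and most alternatives were fixed before the data were examined. Alternatives were DESeq2 1.42.0, upper-quartile scaling, other count and cell filters, equal weight for each cell (limma), other sets of groups in the fit, the replicate number as a block, each mouse left out, a minimum fold change, and for shares a higher read threshold or deeper thinning. Counts from unthinned cells, a filter on detection in cells, the mean of log values per cell, totals without Apoe and mitochondrial reads, and fits without certain cells or mice were added after seeing the data. The planned exclusion of clusters of other cell types removed no cell and was not run as a separate fit. The edgeR test was checked on simulated counts drawn from the means and depths of 3 comparisons, with 50 genes changed at each of 4 fold sizes. For cortex against hippocampus (20617 genes) it recovered 10% of 2-fold, 54% of 4-fold, 84% of 8-fold and 96% of 16-fold changes. For axotomy day 3 against facial nucleus (17016 genes) the shares were 6%, 34%, 76% and 96%, and for demyelination against corpus callosum (12863 genes) 0%, 20%, 58% and 68%. Changes of 2-fold were thus mostly below what the tests could call. Recovery was not split by level, so it does not show what could be called among genes with few counts. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the shares and correlations, and matplotlib 3.10.9 for the plots.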

Results

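Transcript counts were measured in single microglia, the resident macrophages of the central nervous system, from 10 groups of 4 mice each. Untreated mice gave cells from cortex, hippocampus, cerebellum, facial nucleus, corpus callosum and spinal cord. Injured mice gave cells from the facial nucleus 3 and 14 days after axotomy, in which the facial nerve is severed. Others gave cells from corpus callosum during demyelination caused by cuprizone, a copper chelator, and during the remyelination that follows. The kept cells numbered 176 from cortex, 154 from hippocampus, 181 from cerebellum, 161 from facial nucleus, 173 from corpus callosum and 170 from spinal cord. There were 168 and 171 from days 3 and 14 after axotomy, and 161 and 129 from demyelination and remyelination. Between 81.1% and 95.3% of wells passed the filters in all groups but remyelination, where 67.9% did. Remyelination cells also had fewer detected genes (median 1517) than demyelination cells (2137) and cells of the other groups (2328 to 2958.5), and a higher median share of reads from the added spike-in RNA (18.4% against 8.1% to 12.4%). The counts per mouse and group ran from 5298853 to 19964472, and median gene counts per kept cell from 150471 at day 14 to 471755 in demyelination. Levels are scaled CPM given as mean ± SD over 4 mice, positions are on GRCm38, and adjusted p-values of single genes are from edgeR's quasi-likelihood test.

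The untreated regions address whether microglia differ with their place in the central nervous system. A test for any difference among the 6 regions called 23 of 22907 genes. Cst3 (ENSMUSG00000027447, chromosome 2, 148871722 to 148875692), which encodes the secreted protease inhibitor cystatin C, ranged from 29700 ± 817 CPM in cerebellum to 61090 ± 3250 in cortex (adjusted p = 2.3e-06). P2ry12 (ENSMUSG00000036353, chromosome 3, 59216272 to 59262871), the purinergic receptor that marks homeostatic microglia, was 10500 ± 941 in cortex and 6182 ± 1240 in spinal cord (adjusted p = 0.00122). The immune checkpoint gene Lag3 was 356 ± 137 in cortex and 55.1 ± 11.2 in cerebellum (adjusted p = 0.000242). The nuclear long non-coding RNA Malat1 (ENSMUSG00000092341, chromosome 19, 5795690 to 5802672) was 3593 ± 479 in corpus callosum and 6749 ± 763 in cerebellum (adjusted p = 0.00025). Mbp, a myelin protein gene of oligodendrocytes, was 679 ± 375 in spinal cord and 15.5 ± 19.6 in cerebellum, where replicate 4 stood at 46.1 unscaled CPM (adjusted p = 0.00388). The 6 regions lay on 3 plates, so part of these differences cannot be separated from plate, and per the series' design text they came from the same mice, which this test did not use. The count was 8, 6, 13 and 12 without replicate 1, 2, 3 and 4 of all regions. With the replicate number as a block it was 39, though the design text does not say that equal numbers are equal mice.

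Between regions that shared a plate, few genes could be called. Cerebellum and facial nucleus differed in 1 gene, CT010467.1 (ENSMUSG00000106106, chromosome 17, 39846353 to 39848827), a ribosomal RNA gene, at 1678 ± 111 against 3177 ± 445 CPM (log2 fold change -0.92 ± 0.13 SE, adjusted p = 0.000643). The list of lipid uptake and cholesterol efflux genes was higher in cerebellum by camera (adjusted p = 0.000115, and 0.0285 with an estimated correlation). Of its 21 members none was called over all genes, and 2 rose when adjusted over the list alone: the cholesterol transporters Abca1, at 306 ± 81.2 against 71.8 ± 41.1 CPM, and Abcg1, at 256 ± 47.5 against 107 ± 61.9. The disease-associated list was higher by camera (adjusted p = 0.000315) but not with an estimated correlation (adjusted p = 0.451 with an estimated correlation), with 1 of 32 members, the tetraspanin gene Cd63, past the threshold adjusted over the list alone. Endothelial markers were lower in cerebellum as a list (adjusted p = 0.00266, and 0.0285 with an estimated correlation), with Pecam1 at 11.9 ± 18 against 40.5 ± 29.7 CPM and Ly6a, the 1 of 6 members past the threshold adjusted over the list alone, at 0 against 24.2 ± 21.9. DESeq2 called 783 genes, 216 up and 567 down, and 2578 genes had an unadjusted p under 0.05. Genes whose mice did not overlap between the groups made up 2.8%, where chance gives 2.86%. The edgeR count was 2 without cerebellum replicate 3 or without cerebellum replicate 4. CT010467.1 lost its call, and 0 genes were called, with only these groups fitted and with the mean of log values per cell. Genes detected in 20% of cells gave 6 calls. The count was 2 with no filter on low counts, equal weight for each cell, all 10 groups or the replicate block.

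Cortex and hippocampus did not differ in any gene by edgeR, with 2353 of 22907 genes at an unadjusted p under 0.05, while DESeq2 called 690, 252 up and 438 down. Genes whose mice did not overlap between the groups made up 2.3%, where chance gives 2.86%. P2ry12 was 10500 ± 941 CPM in cortex and 9493 ± 687 in hippocampus (adjusted p = 0.828). No gene list passed. Without hippocampus replicate 3, or without hippocampus replicate 4, edgeR called 1 gene. Spinal cord and corpus callosum did not differ in any gene by edgeR either, with 1504 genes at an unadjusted p under 0.05, and DESeq2 called 336, 163 up and 173 down. Genes whose mice did not overlap made up 2.8% here, again against 2.86% by chance. As a list, cholesterol biosynthesis genes were higher in spinal cord (adjusted p = 0.000147, and 0.0025 with an estimated correlation), with a median log2 fold change of 1.30 over 21 members and none called. The interferon list was higher by camera alone (adjusted p = 0.0346, and adjusted p = 0.445 with an estimated correlation). Mbp was 679 ± 375 CPM in spinal cord and 71.2 ± 34.8 in corpus callosum (adjusted p = 0.735). In the shares of cells with a read, no panel gene passed in any of these 3 comparisons. Apoe was read in 17% ± 7.4 of spinal cord cells and 42.9% ± 8.38 of corpus callosum cells after thinning, with exact permutation p = 0.0286 and 0.229 adjusted over the panel.

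Axotomy day 3 was compared with the uninjured facial nucleus to find how microglia respond to nerve injury. At day 3, 27 genes rose and 1 fell of 19319 tested. Cell cycle genes rose as a list (adjusted p = 7e-19, and 0.00892 with an estimated correlation), with 1 of 32 members called over all genes and 12 adjusted over the list alone, all up. Ccna2, the cyclin of DNA replication, was 106 ± 72.3 CPM against 0.325 ± 0.372 (adjusted p = 0.0337). Ube2c, a ubiquitin-conjugating enzyme of mitosis, was 133 ± 65.8 against 2.14 ± 2.66 (adjusted p = 0.0849). Pimreg (ENSMUSG00000020808, chromosome 11, 72042032 to 72047370), a regulator of mitosis, was 114 ± 45.1 CPM with 0 counts in uninjured cells (adjusted p = 0.00567). In unscaled CPM it was 1250-fold above the floor of 3 counts, which covers counting error only. The share of cells with a read of Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361), a marker of dividing cells, was 17% ± 4.59 at day 3 and 3.49% ± 2.87 in uninjured cells after thinning (22.6% and 6.45% unthinned), with exact permutation p = 0.0286 and 0.114 adjusted over the panel. The panel genes Cst7 (7.09% against 0%), Spp1 (11.9% against 0.57%) and Axl (18.7% against 3.04%) had the same p-values. No panel gene passed.

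**Figure D1:**
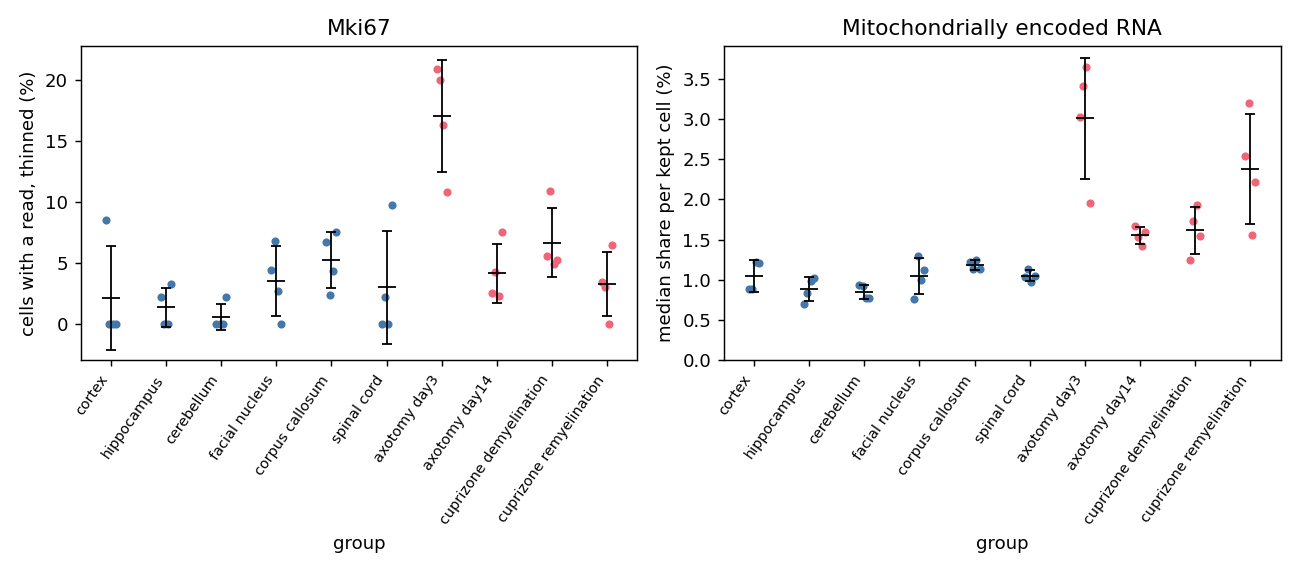
Left, share of cells with an Mki67 read after thinning to 20000 reads, in percent; right, median mitochondrial share of gene counts per kept cell, in percent, each for the 10 groups. Points are mice (blue untreated, red injured), bars are means and whiskers SDs over 4 mice; at day 3 the mitochondrial medians lie between 1.95% and 3.64%, above the 0.76% to 1.30% of the uninjured facial nucleus.

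Of 21 mitochondrially encoded RNAs tested, a group not fixed in advance, 8 rose at day 3 and 13 did not pass. The cytochrome b gene mt-Cytb was 11080 ± 1690 CPM against 2825 ± 310 (log2 fold change 1.97 ± 0.16 SE, adjusted p = 2.65e-06), and mt-Co1 was 7255 ± 1280 against 1776 ± 363 (2.03 ± 0.21 SE, adjusted p = 4.77e-05). Mitochondrial RNAs made up 4.04% ± 0.62 of counts at day 3 and 1.35% ± 0.14 in uninjured facial nucleus, shares that were described and not tested. Nuclear genes of oxidative phosphorylation were higher as a list (adjusted p = 1.21e-08, and 0.00892 with an estimated correlation), with none of 39 called over all genes and 5 adjusted over the list alone, among them Cox4i1 at 416 ± 83.5 against 173 ± 56.9 CPM. Cholesterol biosynthesis genes were higher as a list (adjusted p = 2.82e-06, and 0.00892 with an estimated correlation) with none of 22 called under either adjustment. The lysosomal protease gene Ctsl (ENSMUSG00000021477, chromosome 13, 64363214 to 64370306) rose to 1875 ± 163 from 704 ± 156 CPM (log2 fold change 1.41 ± 0.21 SE, adjusted p = 0.00321), Cd63 to 144 ± 61.6 from 28.7 ± 4.8 (adjusted p = 0.0495). The galectin gene Lgals1 rose to 193 ± 51 from 17.4 ± 8.33 (adjusted p = 0.0206) and the GTPase gene Rac2 to 588 ± 79.9 from 210 ± 48.4 (adjusted p = 0.026). The actin-binding gene Tmsb4x rose to 9002 ± 868 from 4226 ± 673 (adjusted p = 0.00243). Malat1, the gene that fell, was 2840 ± 381 against 5678 ± 417 (log2 fold change -1.0 ± 0.15 SE, adjusted p = 0.00381). P2ry12 was 7384 ± 1260 against 7131 ± 513 (adjusted p = 1.0). The homeostatic marker Tmem119 was 2698 against 3906 CPM (log2 fold change -0.53 ± 0.22 SE, adjusted p = 0.479).

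Further lists were higher at day 3 with the preset correlation but not with an estimated one. Of 33 disease-associated genes, a set shared by microglia around damage, 2 were called over all genes and 10 adjusted over the list alone, all up (adjusted p = 0.28 with an estimated correlation). Of 32 lysosome genes 2 were called over all genes and 14 adjusted over the list alone, and of 24 complement genes none and 6, all up (adjusted p = 0.222 with an estimated correlation for both lists). Of 46 ribosomal protein genes 2 were called and 9 adjusted over the list alone (adjusted p = 0.13 with an estimated correlation). Of 25 interferon genes none was called over all genes and 2 adjusted over the list alone (adjusted p = 0.28 with an estimated correlation), and of 16 glycolysis genes none under either adjustment (adjusted p = 0.158 with an estimated correlation). The homeostatic list did not pass (adjusted p = 0.0854), nor did MHC class II genes (adjusted p = 0.0628) or lipid genes (adjusted p = 0.192). No cell type list passed, with adjusted p = 0.755 for neutrophils and for T and NK cells, 0.744 for B cells and 0.156 for monocytes. Erythroid markers had fewer than 3 tested members in every comparison.

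Day 3 and uninjured cells lay on different plates, so plate and injury are not separated in this comparison, and most day 3 cells were in clusters 1 and 8, most uninjured and most day 14 cells in cluster 1. DESeq2 called 346 genes at day 3, 232 up and 114 down, and 1610 genes had an unadjusted p under 0.05. The edgeR count was 16 without facial nucleus replicate 1 and 18 without axotomy day 3 replicate 2.

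At day 14 no gene differed from the uninjured facial nucleus by edgeR, with 1090 of 19319 genes at an unadjusted p under 0.05, and DESeq2 called 182, 138 up and 44 down. Levels of mt-Cytb were 5124 ± 764 CPM against 2825 ± 310 (adjusted p = 0.0959), of Cd63 111 ± 41.7 against 28.7 ± 4.8 (adjusted p = 0.629), of P2ry12 7426 ± 2640 against 7131 ± 513 and of Tmem119 2884 ± 1050 against 3906 ± 566 (adjusted p = 1.00 and 0.94). No list passed. Without axotomy day 14 replicate 3 the count was 2, and without axotomy day 14 replicate 4 it was 3.

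Between day 14 and day 3, which shared a plate, 5 genes fell and none rose of 19319 tested. These were mt-Cytb, at 5124 ± 764 against 11080 ± 1690 CPM (log2 fold change -1.11 ± 0.15 SE, adjusted p = 0.0137), and mt-Co1, at 3079 ± 726 against 7255 ± 1280. The others were Rac2, at 187 ± 40.8 against 588 ± 79.9, the creatine synthesis gene Gatm, at 2162 ± 239 against 4279 ± 549 (adjusted p = 0.0445 for mt-Co1, Rac2 and Gatm), and Ly86, a partner of a Toll-like receptor homologue, at 2270 ± 430 against 4736 ± 661 (adjusted p = 0.0452). Cell cycle genes fell as a list (adjusted p = 2.46e-23, and 0.00645 with an estimated correlation), with none called over all genes and 17 of 32 adjusted over the list alone. Ube2c was 0.601 ± 0.919 CPM at day 14. Mki67 was read in 4.13% ± 2.41 of day 14 cells after thinning (6.48% unthinned), with exact permutation p = 0.0286 against day 3 and 0.457 adjusted over the panel. Cholesterol biosynthesis genes were lower as a list (adjusted p = 9.69e-09, and 0.00205 with an estimated correlation), with 1 of 22 past the threshold adjusted over the list alone, the synthase gene Hmgcs1 at 6.27 ± 10.5 against 90.1 ± 68. Glycolysis and oxidative phosphorylation lists were lower too (adjusted p = 0.0134 and 0.0332 with an estimated correlation), with no member called under either adjustment. Lists called with the preset correlation alone were interferon, whose mean log2 fold change was 0.21 while its median was -0.48 (adjusted p = 0.548 with an estimated correlation), and lysosome with 6 of 32 down over the list alone (adjusted p = 0.151 with an estimated correlation). So were complement with 5 of 24 down (adjusted p = 0.0875 with an estimated correlation), ribosomal proteins with 4 of 46 down (adjusted p = 0.176 with an estimated correlation) and astrocyte markers, higher at day 14 (adjusted p = 0.00325, and adjusted p = 0.0505 with an estimated correlation).

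The count of 5 changed when single mice were left out, in fits that also tested more genes (21103 to 21762, against 19319). It was 3, 0, 1 and 20 without axotomy day 14 replicate 1, 2, 3 and 4, and 0, 0 and 2 without axotomy day 3 replicate 1, 2 and 3. Upper-quartile scaling called 7 genes, 1 up and 6 down, and DESeq2 called 233, 113 up and 120 down. The edgeR count was 0 with no cell filter. It was also 0 without Apoe and mitochondrial reads, a setting that cannot call mt-Cytb and mt-Co1. Fitting only these groups gave 1, and the replicate block 2. It was higher with no filter on low counts (83), all 10 groups (23) and genes detected in 20% of cells (10). The mean of log values per cell gave 21 and equal weight for each cell 19. At an unadjusted p under 0.05 stood 1275 genes.

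Cuprizone demyelination was compared with untreated corpus callosum to find how cells sorted as microglia respond to loss of myelin. Of the 161 demyelination cells, 109 lay in clusters left unnamed. In demyelination 433 genes rose and 292 fell of 14057 tested. Without any 1 of the 8 mice, 264 to 325 rose and only 46 to 65 fell. All 33 disease-associated genes rose (adjusted p = 4.2e-42, and 0.00138 with an estimated correlation). Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188), which encodes a lipid carrier, rose to 100400 ± 19700 CPM from 753 ± 711 (log2 fold change 7.06 ± 0.66 SE, adjusted p = 4.83e-05). Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050), the secreted osteopontin, rose to 16560 ± 4660 from 19.2 ± 14 (adjusted p = 5.33e-06). The cystatin gene Cst7 (ENSMUSG00000068129, chromosome 2, 150570415 to 150578944) rose to 2571 ± 530 from 1.49 ± 1.1 (adjusted p = 1.87e-06), and the receptor kinase gene Axl to 1176 ± 78 from 2.83 ± 4.58 (adjusted p = 0.000202). Clec7a, the receptor for fungal glucans, was 774 ± 101 CPM with 1 count in all untreated cells of the corpus callosum. Lipid uptake and efflux genes rose in 15 of 20 members over all genes and 16 adjusted over the list alone (adjusted p = 0.000266 with an estimated correlation), among them Apoc1, an apolipoprotein, to 758 ± 278 from 1.65 ± 1.88, and the lipase gene Lpl to 1654 ± 288 from 15.6 ± 27.9.

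Lysosome genes rose in 19 members and fell in 1, the protease gene Lgmn, of 32 over all genes, and in 27 and 1 adjusted over the list alone (adjusted p = 0.00693 with an estimated correlation). The cathepsin genes Ctsb and Ctsd rose to 20190 ± 4010 from 2216 ± 204 and to 44620 ± 4100 from 6557 ± 1420 CPM (adjusted p = 2.87e-08 and 5.09e-09). Complement and phagocytic receptor genes rose in 11 of 25, and 15 adjusted over the list alone (adjusted p = 0.00693 with an estimated correlation). Glycolysis genes rose in 7 of 16, and 9 adjusted over the list alone (adjusted p = 0.049 with an estimated correlation), with the aldolase gene Aldoa at 2027 ± 119 against 241 ± 91.8 and the lactate dehydrogenase gene Ldha at 891 ± 30.1 against 120 ± 20.5. Oxidative phosphorylation genes rose in 18 of 39, and 29 adjusted over the list alone (adjusted p = 0.0153 with an estimated correlation), with Ndufa1 at 159 ± 47 against 18.4 ± 8.11. Ribosomal protein genes rose in 15 of 46, and 18 adjusted over the list alone (adjusted p = 0.0366 with an estimated correlation), with Rpl32 at 441 ± 28.5 against 75.3 ± 37.4.

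Of 27 homeostatic genes, 14 fell and 1, the matrix glycoprotein gene Sparc, rose, with 18 and 2 adjusted over the list alone. The list was lower by camera (adjusted p = 0.00343, and adjusted p = 0.163 with an estimated correlation) and by fry (p = 5.13e-06). Tmem119 (ENSMUSG00000054675, chromosome 5, 113793729 to 113800516) fell to 393 ± 161 CPM from 3103 ± 722 (log2 fold change -2.98 ± 0.34 SE, adjusted p = 3.35e-05). P2ry12 fell to 1606 ± 688 from 5619 ± 595 (-1.81 ± 0.31 SE, adjusted p = 0.0022) and the fructose transporter gene Slc2a5 to 97.8 ± 55.9 from 1087 ± 336 (adjusted p = 0.00256). Malat1 fell to 362 ± 42.9 from 2724 ± 405 (adjusted p = 2e-06). The microglia marker list itself had 2 members up and 6 down of 12 and did not pass (adjusted p = 0.437).

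Other lists were higher with the preset correlation only. MHC class I genes rose in 3 of 15, and 6 adjusted over the list alone (adjusted p = 0.0672 with an estimated correlation), with B2m at 4952 ± 226 against 1547 ± 256 CPM and H2-D1 at 1558 ± 723 against 416 ± 52.3, where demyelination replicate 2 stood at 431 unscaled CPM. Chemokine genes rose in 3 of 13, and 4 adjusted over the list alone (adjusted p = 0.0616 with an estimated correlation). Ccl3 was 525 ± 138 against 0.111 ± 0.0914, and Ccl4 230 ± 167 against 2.79 ± 2.43 CPM. Cell cycle genes were higher with none of 32 called (adjusted p = 0.283 with an estimated correlation). Border-associated macrophage markers were higher (adjusted p = 0.00484, and adjusted p = 0.0982 with an estimated correlation), with 1 of 7, the adaptor gene Dab2, called at 206 ± 68.2 against 1.03 ± 0.413. Neuron markers were lower (adjusted p = 0.0208, and adjusted p = 0.0944 with an estimated correlation), with 1 of 5 called, Stmn2, whose level of 47.2 ± 84.3 in corpus callosum came mostly from replicate 1 at 226 unscaled CPM. Immediate early genes, which respond to cell isolation, had 3 of 18 called, with Atf3 at 147 ± 30.3 against 7.16 ± 8.62, and the list did not pass (adjusted p = 0.0683). The lists of MHC class II genes (1 of 9 called, Cd74 at 448 ± 282 against 31.3 ± 36.6), cholesterol biosynthesis, interferon, monocytes (1 of 6 called, the fibronectin gene Fn1 at 983 ± 533 against 4.51 ± 4.15), oligodendrocytes, astrocytes and endothelial cells did not pass (adjusted p = 0.0683, 0.0683, 0.312, 0.831, 0.376, 0.578 and 0.939).

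Per cell, 13 of 16 panel genes differed in the share of cells with a read after thinning (exact permutation p = 0.0286, the smallest that 4 against 4 mice allow, and 0.0352 adjusted over the panel). Apoe was read in 100% of demyelination cells and 42.9% ± 8.38 of corpus callosum cells (100% and 55.6% unthinned), Cst7 in 80.4% ± 7.77 and 1.69% ± 1.13 (91.8% and 2.29%), Clec7a in 61.3% ± 5.78 and 0.54% (78.3% and 0.54%) and Tmem119 in 43.2% ± 10.8 and 98.3% (56.6% and 99.4%). The monocyte receptor gene Ccr2 was read in 0.66% and 9.23% (6.01% and 27%), a share that the Ly6C, Ly6G and CD206 staining used for sorting can set. Of the 20 negative wells, 16 had a P2ry12 read, 13 a Tmem119 read, 6 an Apoe read, 5 a Cd74 read and 1 each a Cst7 and a Clec7a read.

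**Figure D2:**
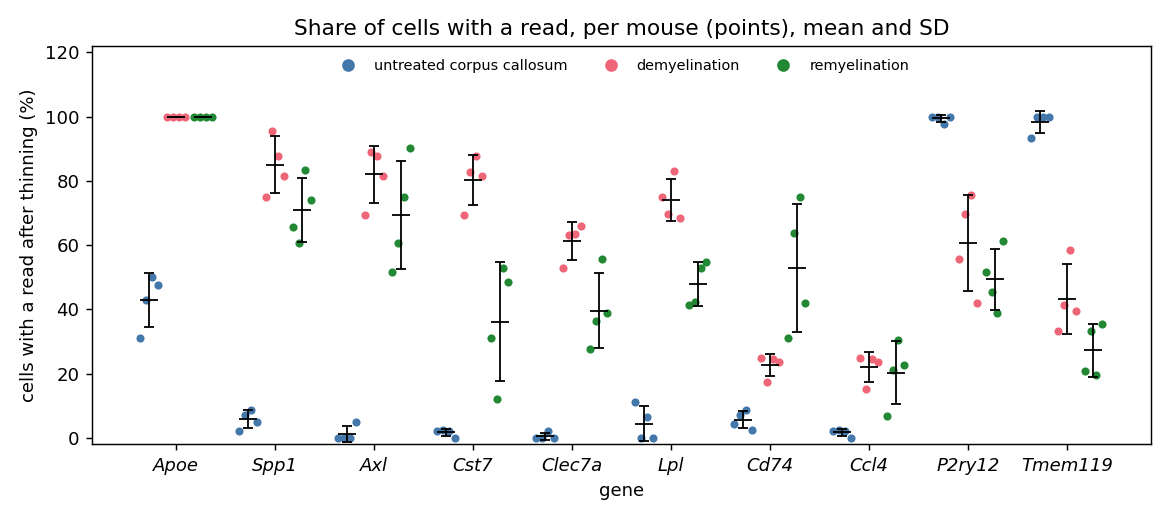
Share of cells with a read after thinning to 20000 reads, in percent, for 10 genes in untreated corpus callosum (blue), demyelination (red) and remyelination (green). Points are mice, bars are means and whiskers SDs over 4 mice; Cst7 lay at 1.69%, 80.4% and 36.1% and Cd74 at 5.70%, 22.6% and 52.9% on average.

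Demyelination and untreated corpus callosum lay on different plates, and most cells of the first were in cluster 4 and of the second in cluster 1. The median log2 fold change of all genes was -0.33 with TMM scaling, -0.53 with upper-quartile scaling and -0.59 with DESeq2, so falls of this size are not distinct from the scaling. DESeq2 called 1938 genes, 650 up and 1288 down, and weighting each cell alike 352 up and 1841 down, so the balance of rises and falls turned with the method. In edgeR 2857 genes had an unadjusted p under 0.05. Each mouse left out lowered the edgeR count, to 348, 356, 374 and 379 without demyelination replicate 1, 2, 3 and 4, and to 384, 310, 383 and 320 without corpus callosum replicate 1, 2, 3 and 4. These fits also tested more genes, 15160 to 16209 against 14057. The loss of a mouse is therefore mixed with a changed set of genes.

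In remyelination 353 genes rose and 85 fell against untreated corpus callosum, a balance that turned with the method: weighting each cell alike called 266 up and 1935 down, and fitting only these groups 309 up and 522 down. Of 33 disease-associated genes 32 rose, and 33 adjusted over the list alone (adjusted p = 0.00113 with an estimated correlation). Apoe rose to 167300 ± 47100 CPM from 753 ± 711 (log2 fold change 7.80 ± 0.68 SE, adjusted p = 3.8e-05). Spp1 rose to 8605 ± 6200 from 19.2 ± 14, Cst7 to 625 ± 342 from 1.49 ± 1.1 and Axl to 1036 ± 207 from 2.83 ± 4.58. The oxidase gene Cybb (ENSMUSG00000015340, chromosome X, 9435252 to 9487771) rose to 1059 ± 306 from 0.508 ± 0.789 (adjusted p = 9.36e-06). MHC class I genes rose in 4 of 15, and 9 adjusted over the list alone (adjusted p = 0.0144 with an estimated correlation), with B2m at 6446 ± 1740 against 1547 ± 256 and H2-K1 at 1367 ± 457 against 204 ± 53.3. MHC class II genes rose in 2 of 9, and 4 adjusted over the list alone (adjusted p = 0.117 with an estimated correlation): Cd74 (ENSMUSG00000024610, chromosome 18, 60803848 to 60812646), the invariant chain, at 3873 ± 3200 against 31.3 ± 36.6 CPM (adjusted p = 0.00359) and H2-Aa at 1217 ± 1120 against 2.64 ± 1.16 (adjusted p = 0.0122). Tmem119 fell to 459 ± 142, P2ry12 to 1454 ± 520 and the adhesion ligand gene Selplg to 963 ± 205 from 4608 ± 246 (adjusted p = 8.73e-05, 0.00139 and 2.37e-06). Of 27 homeostatic genes 11 fell and none rose, with 15 and 1 adjusted over the list alone (adjusted p = 0.271 with an estimated correlation). Per cell, 12 of 16 panel genes differed (exact permutation p = 0.0286, 0.0381 adjusted over the panel), among them Cd74, read in 52.9% ± 20.0 of remyelination cells and 5.70% of corpus callosum cells after thinning (85.1% and 8.44% unthinned).

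Lipid genes rose in 15 of 20, and 16 adjusted over the list alone, lysosome genes in 18 of 32, and 22, oxidative phosphorylation genes in 10 of 39, and 24, and ribosomal protein genes in 15 of 46, and 18 (adjusted p = 0.000157, 0.00968, 0.0144 and 0.0194 with an estimated correlation). Complement genes rose in 9 of 25 and fell in 1, the phagocytic receptor gene Mertk, with 12 and 1 adjusted over the list alone (adjusted p = 0.00719 with an estimated correlation). Lists past the threshold with the preset correlation only were glycolysis with 4 of 16 up, and 6 adjusted over the list alone (adjusted p = 0.0663 with an estimated correlation) and interferon with 2 of 20 up under both adjustments (adjusted p = 0.271 with an estimated correlation). Chemokines were another, with 3 of 13 up, whose median log2 fold change was -0.02 while its test pointed up (adjusted p = 0.0694 with an estimated correlation). Cell cycle genes were lower with none called (adjusted p = 0.525 with an estimated correlation) and neuron markers were lower with none of 5 called and 3 adjusted over the list alone (adjusted p = 0.0848 with an estimated correlation). Border-associated macrophage markers had 2 of 7 up (adjusted p = 0.00324, and adjusted p = 0.0848 with an estimated correlation), the membrane gene Ms4a7 at 183 ± 106 against 0.37 ± 0.74 CPM and Dab2 at 67.8 ± 47.2 against 1.03 ± 0.413. The oligodendrocyte gene Mbp was 309 ± 267 against 53.6 ± 25.4 (adjusted p = 0.0499) with the list not passing (adjusted p = 0.726). Immediate early genes, with 3 of 18 up, and cholesterol biosynthesis genes did not pass (adjusted p = 0.0771 and 0.283).

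Remyelination cells had the fewest detected genes of all groups and lay on another plate than untreated corpus callosum. DESeq2 called 1586 genes, 641 up and 945 down, and 2644 had an unadjusted p under 0.05 in edgeR. The median log2 fold change of all genes was -0.31 with TMM scaling, -0.47 with upper-quartile scaling and -0.48 with DESeq2. Without corpus callosum replicate 2 the count was 257, 230 up and 27 down, and without corpus callosum replicate 4 it was 256, 230 up and 26 down.

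Remyelination and demyelination shared a plate, and 6 of 14057 genes differed. Malat1 rose to 1166 ± 409 CPM from 362 ± 42.9 (log2 fold change 1.69 ± 0.24 SE, adjusted p = 0.00929) and Cst3 to 30740 ± 7780 from 14300 ± 1870 (adjusted p = 0.00929). Sparc fell to 2197 ± 618 from 6486 ± 1130 (log2 fold change -1.56 ± 0.19 SE, adjusted p = 0.00226) and Ctsd to 20780 ± 2020 from 44620 ± 4100 (adjusted p = 0.00226). The growth factor gene Grn fell to 2885 ± 469 from 5830 ± 627 (adjusted p = 0.0132) and Racgap1, a gene of cell division, to 0.181 ± 0.0542 from 52.5 ± 22.7 (adjusted p = 0.0263). With the preset correlation the lists of MHC class I, MHC class II and interferon genes were higher and cell cycle genes lower (adjusted p = 0.0317, 0.0451, 0.0451 and 2.31e-14). None of these passed otherwise (adjusted p = 0.773 with an estimated correlation for the first 3 and 0.295 for cell cycle). Cd74 was 3873 ± 3200 against 448 ± 282 CPM and Cst7 625 ± 342 against 2571 ± 530 (adjusted p = 0.29 for both). After thinning Cd74 was read in 52.9% ± 20.0 of remyelination and 22.6% ± 3.52 of demyelination cells (85.1% and 56.8% unthinned) and Cst7 in 36.1% ± 18.5 and 80.4% ± 7.77 (66.8% and 91.8% unthinned), each with exact permutation p = 0.0286 and 0.114 adjusted over the panel. Unthinned, the exact permutation p was 0.0571 for both, and 0.183 adjusted. The panel genes Itgax (32.9% against 47.6%) and Lpl (47.9% against 74.0%) had the same thinned p-values, both lower in remyelination. DESeq2 called 572 genes, 297 up and 275 down, 1985 genes had an unadjusted p under 0.05 in edgeR, and the edgeR count was 3 without demyelination replicate 2. Fitting only these groups called 1 gene, and 5 of the 6 lost their call. The mean of log values per cell called 113 genes, but 3 of the 6 lost their call. Calls were 114 with no filter on low counts and 101 with all 10 groups.

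Axotomy day 3 and demyelination were set side by side to find which changes the injury models share. They have no library in common. Of 13534 genes tested in both, 18 rose in both, where independent lists would share 0.85, and Malat1 fell in both, where 0.02 would be shared. Both expected numbers take genes as independent and equally likely to be called, so the excess can be overstated. Among the 18 were the mitochondrial RNAs mt-Co1, mt-Cytb, mt-Nd1, mt-Nd4, mt-Nd5, mt-Rnr1 and mt-Rnr2, which rose together. Ctsl, Cd63, Lgals1, Tmsb4x and Rpl32 were others. The log2 fold changes correlated with r = 0.18 across all 13534 genes and 0.416 across 3607 genes with a mean of at least 50 CPM, genes not being independent replicates. The difference between both effects was called for 64 of 22810 genes, 39 with the higher effect in demyelination and 25 with the lower, and 4939 had an unadjusted p under 0.05. This balance turned with the filters: 30 higher and 67 lower with no filter on low counts, and 43 higher and 54 lower with the stricter cell filter. Both effects cross plates, so shared plate differences are not excluded. The count was 32 without replicate 2 and 38 without replicate 4 of all groups.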

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

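The tests of explanations given here were all chosen after the results were seen, and the split of the nuclear RNA pattern into demyelination and Malat1 in remyelination was made after its values were seen. Splits of the mice into other groups of equal size show whether chance can be excluded for each count of genes. It can be for day 3 (28 genes, reached by 1 of 35 splits, the real one, highest other 1), day 14 against day 3 (5 genes, 1 of 35, highest other 0), demyelination (725, 1 of 35, highest other 2), remyelination (438, 1 of 35, highest other 1), remyelination against demyelination (6, 1 of 35, highest other 1) and the 6 regions (23, 1 of 100 drawn splits, highest other 1), the last if sums of different regions are taken as independent, although the design text takes the regions from the same mice. It cannot be for cerebellum (1 gene, 3 of 35, highest other 1). For cortex, spinal cord and day 14, with 0 genes called, the splits say nothing of chance, since every split (35 of 35) has at least 0; the highest other was 1, 0 and 0. For the difference between injury models (64 genes) 4 of 100 drawn splits gave at least as many. The highest others gave 142 and 127, more than the real one, so chance is not clearly excluded there. Why some splits gave more was not tested. The splits were made for the edgeR counts, so they do not bear on those of DESeq2.

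In demyelination the nuclear RNAs Malat1, Xist, Neat1 and Kcnq1ot1 lay below untreated corpus callosum (log2 fold change -2.91, -2.11, -2.37 and -2.38, the last with adjusted p = 0.0806), and in remyelination Malat1 did (-1.22, adjusted p = 0.00682). A few genes taking most of the counts is argued against as the whole cause in demyelination, where the highest of the 4 still lay at -1.78 beyond the median of all genes with Apoe and mitochondrial reads out. In remyelination Malat1 lay at -0.92 beyond that median, most of its change, which is neither within its error nor past the bound of 1, so this explanation cannot be told apart there. Cells with fewer detected genes are argued against too, since remyelination cells had fewer and their median log2 fold change over demyelination was 1.67, with Malat1 alone past the threshold. Plate as the whole cause is argued against by the same difference, since both groups shared a plate; for the -1.22 of Malat1 left in remyelination plate cannot be told apart, as no untreated cells lay on that plate, and a response of the nuclei or their loss in sorting stays open, untested.

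At day 3 after axotomy cell cycle genes and 8 mitochondrially encoded RNAs were higher than in the uninjured facial nucleus on another plate. For cell cycle, plate as the whole cause is argued against by day 14, which shared the plate with day 3 and was lower (adjusted p = 0.00645 with an estimated correlation), and depth per cell by the thinned share of cells with an Mki67 read, 13.5 points higher at day 3. For the 8 mitochondrial RNAs called at day 3, chosen as high there, the median log2 fold change of day 14 against day 3 was -1.12. Plate as the whole cause forbids this, and 20 of all 21 tested were lower. The SD of 0.18 is over the 8 RNAs and does not measure the spread between mice. At day 14 the 8 still lay 0.74 above uninjured cells on the log2 scale, and for that part plate stays open. Proliferation and a higher mitochondrial RNA content 3 days after axotomy are a hypothesis found and tested on the same data.

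Cd74 was read in more cells and Cst7 in fewer in remyelination than in demyelination on the same plate, with 0.114 as the p adjusted over the panel for both. Depth or fewer detected genes are argued against for Cd74, since remyelination cells were shallower and its thinned share was 30.3 points higher. Monocytes or border-associated macrophages in the sort cannot be told apart: of 70 remyelination cells with a Cd74 read, 2 (2.9%, exact 95% interval 0.3 to 9.9) had a Mrc1 or Ccr2 read and 29 (41.4%) a P2ry12 read, but staining for CD206 and Ly6C can set this share. In remyelination against demyelination the border macrophage list did not pass (adjusted p = 0.994), with Mrc1 and Ms4a7 higher when adjusted over the list alone (p = 0.0161 and 0.0402) and Dab2 at a log2 fold change of -1.60 (adjusted p = 0.544). Most demyelination cells were in cluster 4 and most remyelination cells in clusters 4, 6 and 9, so a shift within microglia or in which of them were sorted stays open.

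Single mice stood apart from the other 3 of their group in 47 of 398 sets of 4 values, where chance gives about 20; shares rest on few cells, where 1 cell with a read can set a mouse apart. In the share of cells with a read (percent, the others in brackets), these were in cortex Lpl 0 in replicate 4 (2.13 to 2.33), Ccl4 2.5 in replicate 4 (0), Ifit3 6.98 in replicate 3 (0), Mki67 8.51 in replicate 1 (0) and Tmem119 97.9 in replicate 1 (100). In cerebellum they were Lpl 2.27 in replicate 3 (4.26 to 4.55), Mki67 2.17 in replicate 4 (0) and P2ry12 97.8 in replicate 4 (100), and in spinal cord Cst7 6.98 in replicate 1 (0). In facial nucleus replicate 2 Spp1 was 2.27, Cxcl10 2.27 (both 0 in the others) and Tmem119 97.7 (100). In corpus callosum Cst7 was 0 in replicate 4 (2.17 to 2.38), Axl 5.0 in replicate 4 (0), Clec7a 2.17 in replicate 3 (0), Ccl4 0 in replicate 4 (2.17 to 2.38), Cxcl10 2.22 in replicate 1 (0), Ifit3 10.0 in replicate 4 (2.17 to 2.38), P2ry12 97.8 in replicate 3 (100), Tmem119 93.3 in replicate 1 (100) and Mrc1 0 in replicate 3 (2.22 to 2.5). After axotomy Cxcl10 was 13.6 in day 14 replicate 3 (0) and Mrc1 2.33 in day 3 replicate 3 (0). In demyelination Ccl4 was 15.2 in replicate 2 (23.7 to 25), Mki67 10.9 in replicate 2 (4.88 to 5.56) and Ccr2 2.63 in replicate 4 (0), and in remyelination Mrc1 was 0 in replicate 3 (3.03 to 3.45).

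In unscaled CPM, facial nucleus replicate 1 had Ccna2 at 0.927 (0.106 to 0.217 in the others) and mt-Co1 at 1315 (1970 to 2040), and facial nucleus replicate 3 Cst3 at 45840 (38400 to 39300). Cerebellum replicate 4 had Mbp at 46.1 (3.65 to 9.47) and replicate 1 Pecam1 at 39.4 (0.103 to 6.41), and spinal cord replicate 4 Lag3 at 174 (84.5 to 94.0). At day 14 Ube2c was 2.26 in replicate 1 (0 to 0.257) and Hmgcs1 24.5 in replicate 2 (0.377 to 1.43). In corpus callosum Axl was 13.1 in replicate 4 (0 to 1.56), Apoc1 6.02 in replicate 4 (0.555 to 1.38), Ms4a7 2.01 in replicate 4 (0), Clec7a 0.092 in replicate 3 (0), Ctsd 10999 in replicate 3 (7640 to 8120), Stmn2 226 in replicate 1 (0.092 to 16.9) and Lpl 74.9 in replicate 1 (0.253 to 3.19). Demyelination replicate 2 had H2-D1 at 431 (1590 to 1810) and Mrc1 at 0.1 (0), and replicate 3 Stmn2 at 0.0523 (0). Median genes per kept cell were 1877 in demyelination replicate 1 (2186.5 to 2192) and 2485.5 in hippocampus replicate 1 (2754 to 2808).

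The effects of demyelination and of axotomy day 3, each against its untreated region, differed in 64 genes by a test of the difference itself. On the log2 scale, demyelination minus axotomy, the differences were -1.75 for P2ry12, -2.33 for Tmem119, -1.60 for Selplg, -1.80 for Malat1, 4.42 for Abcg1, 2.60 for Ctsb, 2.88 for Ctsd, 2.91 for Aldoa, 1.39 for Grn and 1.25 for Tmsb4x. The count was 32 without replicate 2 and 38 without replicate 4 of all groups. Among the 20 wells labelled negative, 1 had 7173 gene counts, where the others had 335 to 1017.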

How the results depend on the processing

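Among the settings below, unthinned shares, the filter on detection in 20% of cells, the mean of log values, the totals without Apoe and mitochondrial reads and the fits without the MHC class II cluster or without certain mice were chosen after seeing the data. The cause of each difference was not tested, except that settings with fewer samples or fewer groups in the fit have fewer degrees of freedom. In comparisons of 2 groups, fits without a mouse also tested more genes than the main fit. Their counts therefore do not show the weight of single mice alone. DESeq2 called 690 genes for cortex against hippocampus, 783 for cerebellum against facial nucleus, 336 for spinal cord against corpus callosum, 346 at day 3, 182 at day 14, 233 between day 14 and day 3, 1938 in demyelination, 1586 in remyelination and 572 between these. Upper-quartile scaling called 3 genes at day 14. With no filter on low counts the calls were 2 for cerebellum, 92 at day 3, 16 at day 14, 83 between day 14 and day 3, 114 between remyelination and demyelination, 57 among the 6 regions and 97 for the difference between injury models, which was 97 with the stricter cell filter too. A minimum of 10 CPM gave 2 at day 14, no cell filter gave 0 between day 14 and day 3, and a log2 fold change of at least 1 left 0 for cerebellum.

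With each cell weighted alike the calls were 2 for cerebellum, 9 at day 14, 19 between day 14 and day 3, 2193 in demyelination and 2201 in remyelination. Fitting only the groups compared gave 0 for cerebellum, 1 between day 14 and day 3, 1407 in demyelination, 831 in remyelination and 1 between these; fitting all 10 groups gave 2, 23, 1184, 747 and 101, and 4 at day 14. In a fit with the 6 untreated regions, the genes called in 1 direction against each of the 3 untreated plates numbered 7 at day 14, 1182 in demyelination and 833 in remyelination. Keeping genes detected in 20% of cells gave 6 for cerebellum, 48 at day 3, 9 at day 14 and 10 between day 14 and day 3. The mean of log values per cell gave 0 for cerebellum, 80 at day 3, 21 between day 14 and day 3, 3054 in demyelination, 3024 in remyelination and 113 between these. Without Apoe and mitochondrial reads 16 genes were called at day 3 and 0 between day 14 and day 3. This setting cannot call mitochondrial RNAs, which were 8 of the 28 genes called at day 3. They also include mt-Cytb and mt-Co1 of the 5 called between day 14 and day 3, where Rac2, Gatm and Ly86 lost their call too. The balance of rises and falls moved as well. In demyelination 352 rose and 1841 fell with each cell weighted alike, 669 and 2385 with the mean of log values, 639 and 768 with only the groups compared, 440 and 744 with all 10 groups, and 417 and 484 with the stricter cell filter, against 362 and 85 with the replicate block. In remyelination 266 rose and 1935 fell with each cell weighted alike, 239 and 2785 with the mean of log values, 309 and 522 with only the groups compared and 341 and 406 with all 10 groups. Without the MHC class II cluster 383 were called in demyelination. With an estimated correlation, the lists called numbered 1 for spinal cord, 3 at day 3, 4 between day 14 and day 3, 7 in demyelination, 7 in remyelination and 0 between these. The correlation of fold changes between injury models was -0.053 for day 14 and remyelination over all genes, and 0.261 over 3479 genes with a mean of at least 50 CPM, so the sign turned with the genes taken.

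The groups share replicate numbers. The series' design text takes the untreated regions from the same mice without saying that equal numbers are equal mice. Over 60 pairs of equal-numbered sums of different regions, deviations from the region means correlated at 0.026 on average, against -0.008 for unequal numbers, and 0 pairs exceeded 0.1, so the numbers were not taken as pairing. As a hint from the data, not from the design, a sum correlated best with its own number in 98 of 120 cases, where 30 would do so by chance. With the replicate number as a block, the calls were 2 for cerebellum, 1 at day 14, 2 between day 14 and day 3, 447 in demyelination and 39 among regions, against 23 without the block, with 0 for cortex and 0 for spinal cord.

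Counts of genes or lists called above moved by over 1.5 times, except 0 for cortex and for spinal cord with the block. Where rises and falls are split, either side or both moved by that much. Leaving out each mouse in turn gave 0 to 1 calls for cortex, 1 to 2 for cerebellum, 0 for spinal cord, 16 to 23 at day 3, 0 to 3 at day 14, 0 to 20 between day 14 and day 3, 310 to 384 in demyelination (264 to 325 up, 46 to 65 down), 256 to 385 in remyelination (230 to 340 up, 26 to 55 down), 3 to 8 between these, 6 to 13 among regions and 32 to 49 for the difference between injury models. The other 123 values computed under another setting with all mice, and 48 without a mouse, stayed within that, gene counts being taken as totals. These include counts of 0 that stayed 0, as for cortex and spinal cord, so the tallies overstate how stable the called genes were. Where totals stayed within that, some falls alone did not. In demyelination 133 fell with a minimum of 10 CPM and 166 with no filter on low counts, against 292. In remyelination, against 85, 36 fell with the replicate block, 54 without the MHC class II cluster and 172 among genes detected in 20% of cells. Without the 2 remyelination mice of highest spike-in share, 290 rose and 43 fell of 20572 genes tested, against 353 and 85 of 14057. The planned exclusion of clusters of other cell types was not run, since it removed no cell. Of values for single genes, 2039 kept direction and side of the threshold and 178 no longer passed; without a mouse 953 and 255. None changed sign. Depth per mouse was not varied in the tests of genes. For shares, panel genes called numbered 13 in demyelination and 12 in remyelination against untreated cells, 11 and 11 at a threshold of 3 reads, 12 and 12 with thinning to 50000 reads, and 13 and 12 without thinning. In simulated counts 2-fold changes were recovered in 10% of the 50 genes changed for cortex, 6% at day 3 and 0% in demyelination. An uncalled gene is thus not shown to be unchanged. Depth does limit what a count of 0 shows: levels under the floor of 3 counts over a group were not detectable.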

Other observations

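The 4 within-mouse hypotheses were written before their results were seen, and the comparison with matched genes was chosen after. A single transcript took a large part of the counts in the cuprizone groups. Apoe made up 8.68% ± 1.41 of gene counts in demyelination and 13.9% ± 2.67 in remyelination (SD over 4 mice), and at most 0.22% in the other groups. The 10 most abundant genes held 22.4% and 26.1% of counts in these groups and 10.4% to 14% in the others.

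Within single mice, levels of paired genes were compared across cells thinned to 20000 reads, with Spearman's rho in each of the 8 cuprizone mice and an exact two-sided sign test over mice. The hypothesis that Apoe is higher in cells with less P2ry12 had negative rho in 8 of 8 mice (median -0.32, range -0.54 to -0.19), with exact p = 0.0078, the smallest that 8 mice can give, and 0.0156 adjusted over the 4 hypotheses. For Tmem119 rho was negative in 8 of 8 mice too (median -0.35, range -0.50 to -0.03), but in 7 of 8 in another thinning draw, which leaves it undecided. The hypotheses that Cd74 lies in other cells than Cst7 or Ccl4 were not borne out: rho was negative in 4 of 8 mice for Cst7 (median -0.01, exact p = 1.0) and in 6 of 8 for Ccl4 (median -0.14, exact p = 0.289, 0.385 adjusted). Since Apoe takes a large share of a cell's reads, a high level of it could lower every other gene. Against 100 genes matched on level, rho with Apoe lay below their median in 8 of 8 mice for P2ry12 (matched median -0.09) and in 6 of 8 for Tmem119 (matched median -0.17), so a few genes taking most of the counts cannot be told apart from a link of Apoe with both homeostatic genes.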
